# RNA-Sequencing based analysis of bovine endometrium during the maternal recognition of pregnancy

**DOI:** 10.1186/s12864-022-08720-4

**Published:** 2022-07-07

**Authors:** Bindu Adhikari, Chin N. Lee, Vedbar S. Khadka, Youping Deng, Glen Fukumoto, Mark Thorne, Kyle Caires, Jenee Odani, Birendra Mishra

**Keywords:** RNA-Sequencing, Beef cattle, Endometrium, Maternal recognition, Early pregnancy

## Abstract

**Background:**

Maternal recognition is the crucial step for establishing pregnancy in cattle. This study aims to identify endometrial genes and biological pathways involved in the maternal recognition of pregnancy. Caruncular endometrial tissues were collected from Day 15–17 of gestation (pregnant), non-pregnant (absence of conceptus), and cyclic (non-bred) heifers.

**Results:**

Total RNAs were isolated from the caruncular endometrial tissues of pregnant, non-pregnant, and cyclic heifers, and were subjected to high-throughput RNA-sequencing. The genes with at least two-fold change and Benjamini and Hochberg *p*-value ≤ 0.05 were considered differentially expressed genes and further confirmed with quantitative real-time PCR. A total of 107 genes (pregnant vs cyclic) and 98 genes (pregnant vs non-pregnant) were differentially expressed in the pregnant endometrium. The most highly up-regulated genes in the pregnant endometrium were *MRS2*, *CST6*, *FOS*, *VLDLR*, *ISG15, IFI6, MX2*, *C15H11ORF34*, *EIF3M*, *PRSS22*, *MS4A8*, and *TINAGL1*. Interferon signaling, immune response, nutrient transporter, synthesis, and secretion of proteins are crucial pathways during the maternal recognition of pregnancy.

**Conclusions:**

The study demonstrated that the presence of conceptus at Day 15–17 of gestation affects the endometrial gene expression related to endometrial remodeling, immune response, nutrients and ion transporters, and relevant signaling pathways in the caruncular region of bovine endometrium during the maternal recognition of pregnancy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08720-4.

## Introduction

Beef cattle production is an important source of protein to meet the nutritional needs of a growing population. Improvements to beef cattle reproduction can help increase beef production worldwide to meet the increasing demand [1–3]. Early pregnancy failure is one of the critical factors that affect the economic output of the beef industry [4]. In ruminants, the successful establishment of pregnancy requires an intricate dialogue between the uterus and growing conceptus. The majority of pregnancy losses occur in the first month, especially around Day-19 of gestation, mainly due to the inability of the uterus to support conceptus growth and development or poor embryonic development. Understanding uterine changes during early pregnancy provide critical insight into reproductive success.

The endometrium undergoes dynamic changes during the peri-implantation period and provides the biological environment for embryonic growth and development [5]. The bovine endometrium consists of caruncles (aglandular) and intercaruncular tissue (glandular). The caruncle develops the vascular bed and is the site for embryo implantation and metabolic exchange. The endometrial secretions that support conceptus elongation are produced from the luminal and glandular epithelium [6]. In the ruminant, the fertilized oocyte undergoes a series of morphological and biochemical changes as a conceptus in the oviduct and uterus and begins to elongate between Days 12–14 of gestation [7]. By Day 15–17 of gestation, the conceptus develops into a filamentous form and produces interferon tau (IFNτ), which acts as the signal for the maternal recognition of pregnancy [8, 9]. The conceptus derived IFNτ promotes the persistence of the corpus luteum required for adequate progesterone production [10]. It is well-known that progesterone induces endometrial transcriptomes during the peri-implantation periods [10–12]. IFNτ also induces endometrial genes and proteins required for immunomodulation, extracellular matrix remodeling, and implantation-specific molecules [13, 14]. Recent studies have suggested that bovine embryos around the peri-implantation period induce endometrial gene expression in the intercaruncular region required to establish gestation [4, 7, 15]. Despite these studies, the transcriptomic changes in the caruncular portion of endometrial tissue during the maternal recognition of pregnancy (Day 15–17 of gestation) are not completely understood. Most previous studies have investigated the conceptus-induced gene expression in the caruncular and intercaruncular endometrial tissues and compared it with cyclic cows around the peri-implantation period [16–18], and yet, caruncular endometrial transcriptomes involved in the maternal recognition of pregnancy are not clearly understood. To further improve the conception rate in cattle, the knowledge of specific genes, proteins, and biological pathways during the maternal recognition of pregnancy is required throughout the uterus. As Day-15–17 of gestation is a critical period for the maternal recognition and establishment of pregnancy, we hypothesized that RNA-Sequencing based analysis of bovine caruncular endometrial tissues during the maternal recognition of pregnancy (Day-15–17 of gestation) would reveal important genes and biological pathways required for the maternal recognition of pregnancy. This study analyzed the genes and biological pathways in the caruncular endometrium during the maternal recognition of pregnancy (pregnant vs. cyclic) and (pregnant vs. non-pregnant) using RNA-Sequencing, and Real-time PCR (qPCR).

## Methods

### Animals and sampling

Animal husbandry, management, and handling procedures were under the Guide for the Care and Use of Agricultural Animals in Research and Teaching (Ag Guide 2020) [19]. Angus heifers (2–3 years old; *n* = 21) grazing Kikuyu grass *(Pennisetum clandestinum*) and Pangola (*Digitaria eriantha*) pastures were used for sampling. The estrous cycles of the heifers (*n* = 21) were synchronized using 25 mg of prostaglandin F2 alpha (PGF2 α; Lutalyse®, Zoetis, Parsippany, New Jersey, USA) administered intramuscularly on Day-1 (Day-1 designated as the first dose of PGF2 α) and Day-11 (Day-11 designated as the second dose of PGF2 α). Day Fifteen heifers were bred after detecting estrus. Cows were identified as pregnant (presence of conceptus) or non-pregnant (absence of conceptus). After incision of the uterus, the lumen of the uterus was exposed. Caruncles were identified as the small protuberances from the surface of endometrium, and carefully collected the protruded endometrial areas (4–5/heifer) as previously collected [20]. Caruncular endometrial tissues were collected on Day 15–17 of gestation (pregnant; *n* = 8) or absence of conceptus (non-pregnant; *n* = 7) or non-bred heifers (cyclic; *n* = 6) and were stored at -80 °C until further use.

### RNA isolation and quality control

Total RNA was isolated from frozen tissues (60–100 mg) using TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions as previously described [21]. The total RNA concentration was determined using NanoDrop One (Thermo Fisher Scientific, Madison, WI). RNA quality was determined with the Agilent 2100 Bioanalyzer (Agilent Technologies, Massy, France). The samples with an RNA integrity number (RIN) > 7 were further used for RNA-Sequencing and quantitative real-time PCR. The RNA was stored at -80 °C until further use for RNA-sequencing and quantitative real-time PCR.

### Library preparation and RNA sequence analysis

RNA-Seq libraries were prepared and sequenced at the University of Hawaii Cancer Center Genomics and Bioinformatics Shared Resource (UHCC GBSR) facility. A TruSeq Stranded mRNA kit (Illumina, San Diego, CA) was used to prepare the RNA-Seq libraries from total RNA samples extracted from bovine endometrium, including pregnant (*n* = 5), non-pregnant (*n* = 5), and cyclic (*n* = 5). Libraries were prepared according to the manufacturer’s protocol as previously described [21].

Data analysis of the RNA sequences were done at the University of Hawaii John A. Burns School of Medicine Bioinformatics Core Facility. Single-end reads in the FASTQ format were explored using FastQC (Babraham Institute, Cambridge, UK) and cleaned using Prinseq, a Perl script [22, 23]. The cleaning procedure included trimming low-quality reads from both 3’ and 5’ ends until a base pair of Phred quality score of 30 (99.9% accurate) or greater was found and filtering out reads having a mean quality score less than 30 and length below 30 nucleotides. Cleaned reads were aligned against the bovine reference genome (Bos_taurus.ARS-UCD1.2) using HiSAT2. The resulting SAM files were sorted, and converted to BAM files using SAMtools. Read counts mapped to bovine gene models were generated using htseq-count script from HTSeq package. Finally, bioconductor DESeq2 was used to get the differentially expressed genes among pregnant vs. non-pregnant (P vs. NP), pregnant vs. cyclic (P vs. C), and non-pregnant vs. cyclic (NP vs. C) groups (*n* = 4/group). In RNA Sequencing, genes having fold change (FC) greater than 2 in the endometrial sample and Benjamini and Hochberg q-value < 0.05 were considered differentially expressed.

### Pathways analyses

The ingenuity pathway analysis (IPA) is a human genome-based powerful search tool with several advanced functions that allows insightful data analysis and interpretation. The differentially expressed genes (DEGs) were subjected to the IPA (QIAGEN, Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) to gain insights into the canonical pathways and network discovery.

#### Functional annotation and gene ontology enrichment analysis

Functional and pathway analysis was carried out using an open web source named Enrichr (https://maayanlab.cloud/Enrichr/) to gain insight into the various Gene Ontology (GO) terms of the genes in bovine endometrium. The official gene symbol of the up-regulated genes was uploaded to the functional annotation tool in the Enrichr system, and the Bos taurus was selected as the reference genome. The genes that matched up with the genes in Enrichr were annotated into three GO terms: biological process, cellular component, and molecular function. All the GO terms were considered enriched at a modified *P*-value < 0.05 and a threshold gene count of 2.

#### Kyoto Encyclopedia of Genes and Genomes (KEGG)

The pathways enrichment for the up-regulated genes in the bovine endometrium using the Kyoto Encyclopedia of Genes and Genomes were analyzed [24]. The official gene symbol of the up-regulated genes was uploaded to the functional annotation tool in the Enrichr system, and the bovine was selected as the reference genome. The enrichment parameters were set to a threshold gene count of 2 and a modified Fisher Exact *P*-value < 0.05. The over-represented KEGG pathways terms were considered as enriched KEGG pathways.

### Quantitative real-time PCR (qPCR)

Among the most highly up-regulated genes, fourteen candidate genes (*MRS2, CST6, FOS, VLDLR, ISG15, IF16, MX2, C15H11ORF34, EIF3M, PENK, PRSS22, MS4A8, TINAGL1*, and *R3HDM1*) were selected for validation using qPCR. Primers specific to each gene were designed using the NCBI primer blast tool (Supplementary Table S1). Total RNA (1 μg) was reversed transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, California, USA). The newly synthesized cDNA (20 μL) was diluted (20X), and 3 μl per qPCR reaction was used.

The qPCR assay was performed in a 10 μL reaction mixture containing 3 μL of cDNA and 7 μL of PCR mix using QuantStudio™ 3 System (Applied Biosystems). The PCR mixture was prepared by adding 5 μL of PowerUp SYBR Green Master Mix (Applied Biosystems) and 1 μL each of forward and reverse primers specific to the target gene. The PCR mix and cDNA samples were loaded into a 96-well optical plate and were sealed with clear optical adhesive films (Applied Biosystems) as previously described [21]. The specificity of each primer was validated by running the melting curve, and qPCR products were assessed using gel electrophoresis. To determine the most stable housekeeping gene in the endometrial tissues, the expression of glyceraldehyde 3-phosphate dehydrogenase (GAPDH), beta-actin (β-actin), and TATA-Box Binding Protein (TBP) were analyzed in triplicates across the samples. β-actin was the most uniform housekeeping gene. The target genes were analyzed in triplicates, and the expression level was determined using the cycle threshold (Ct) values after normalization with β-actin. The fold change for each gene was calculated using the comparative CT method (2^−ΔΔCt^ method) [25]. Data for fold change were presented as a mean ± standard error on the bar diagram. Values were subjected to a one-way analysis of variance (ANOVA) followed by the Tukey HSD test for mean separation and comparison to determine differences between the treatments using R Studio. Differences were considered significant at a *p*-value < 0.05.

## Results

### RNA sequencing-based differentially expressed genes in the pregnant bovine endometrium during the maternal recognition of pregnancy

Using RNA-Seq, the transcriptomics profile was analyzed in pregnant endometrium (Day 15–17 of gestation) compared to non-pregnant and cyclic cows. 

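Caruncular endometrium, the aglandular tissue at which the placenta of ruminants attaches, was compared between 12 Angus heifers, 4 in each group. Pregnant heifers (73, 76, 78 and 79) carried a conceptus and were sampled on Day 15 to 17 of gestation. Non-pregnant heifers (72, 74, 75 and 77) had no conceptus, and cyclic heifers (3, 4, 5 and 6) were not bred. Messenger RNA was sequenced as single-end reads from stranded libraries. The authors aligned the cleaned reads to the bovine genome assembly ARS-UCD1.2 with HISAT2 and deposited the number of reads that htseq-count assigned to each Ensembl gene, without normalization. These gene counts summed to between 95618 and 152234 per library in pregnant heifers, between 102257 and 160862 in non-pregnant heifers, and between 111177 and 123761 in cyclic heifers. After TMM normalization over the genes tested, 1 count in a library stood for 6.70 (non-pregnant heifer 77) to 15.0 CPM (pregnant heifer 79), so genes with few counts were measured imprecisely. Counts were normalized here by TMM, and the 3 groups were compared in a single fit of all 12 libraries with edgeR's quasi-likelihood test. The test covered the 1606 genes kept by edgeR's default filter, which asks for about 10 counts in at least 4 libraries. As in the paper, a gene was called differentially expressed at a fold change greater than 2 and an FDR under 0.05.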

Raw sequencing reads in the FASTQ format were obtained from the replicated RNA-Seq libraries and evaluated for their qualities using FastQC. There was an average of 19.5 M, 23.6 M, and 20.6 M original raw reads in pregnant (P), non-pregnant (NP), and cyclic (C) cows, respectively. All the groups (P, NP, and C) had excellent quality sequences (> 96%). Mapping results of the bovine genome database showed that an average of 93.3% of the retained reads from pregnant, 94.3% from non-pregnant, and 94.2% from cyclic were uniquely mapped. 

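Of the bovine genes in the deposited count table, 15896 (58.3%) had a count in at least 1 of the 12 endometrial libraries and 11374 had none. A library held counts for between 7485 genes (pregnant heifer 79) and 10298 genes (non-pregnant heifer 77). Counts were present in every library for 2952 genes, and 1379 genes averaged at least 10 counts per library. Only 189 genes averaged at least 100 counts. The most abundant gene of a library took between 4.26% of its counts (non-pregnant heifer 77) and 11.9% (non-pregnant heifer 74). The genes that passed the filter held 84.3% of all counts. On average, the deposited gene counts came to 0.641% of the paper's raw reads in pregnant, 0.538% in non-pregnant and 0.572% in cyclic heifers. The cause is not known, and the comparisons made here do not test the data at the depth of the paper's reads. A gene without counts was not detectable at this depth, which does not show that it was absent. The count table names genes by Ensembl ID, and the files used here do not pair these IDs with gene symbols.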

A total of 27,270 gene transcripts were annotated using the Ensemble alignment of the bovine genome assembly. Differential expression analysis between pregnant, non-pregnant, and cyclic cows was conducted (DESeq2). 

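Between pregnant and cyclic heifers, 3 genes differed at an FDR under 0.05 from edgeR, 1 higher and 2 lower in pregnant heifers. In non-pregnant heifers, 1 gene was lower than in cyclic heifers, and the same gene was lower in pregnant heifers. Between pregnant and non-pregnant heifers, 0 genes passed the test in edgeR (smallest FDR 0.541), and 117 genes had an unadjusted p under 0.05, where chance gives 80.3. At an unadjusted p under 0.05, 257 genes differed between pregnant and cyclic heifers and 134 between non-pregnant and cyclic heifers. Every pregnant heifer lay on one side of every cyclic heifer at 132 genes (8.22%), where chance gives 2.86% for 4 heifers against 4. This share was 2.62% (42 genes) for pregnant and non-pregnant heifers and 4.73% (76 genes) for non-pregnant and cyclic heifers. These chance values are averages, and genes that vary together widen the spread around them. Of all 35 divisions of the 8 heifers compared into 4 and 4, several had at least the real number of genes at an unadjusted p under 0.05. These were 2 for pregnant and cyclic, 11 for pregnant and non-pregnant and 6 for non-pregnant and cyclic heifers, the real division included where it counts. DESeq2 on all 12 libraries called 38 genes between pregnant and cyclic heifers, 0 between pregnant and non-pregnant heifers and 5 between non-pregnant and cyclic heifers. With DESeq2 on only the 8 libraries compared, these counts were 88, 0 and 3. The same comparisons gave 1, 0 and 1 genes by limma-voom. The authors' deposited DESeq2 tables hold 38 (17 higher and 21 lower in pregnant heifers), 0 and 3 genes past the same thresholds.
Across genes, which are not independent replicates, the log2 CPM of non-pregnant heifer 74 had a mean correlation of 0.896 with pregnant heifers 73, 78 and 79 and of 0.750 with the other non-pregnant heifers. Pregnant heifer 76 had a mean correlation of 0.856 with the cyclic heifers and of 0.823 with the other pregnant heifers. Without non-pregnant heifer 74, edgeR called 32 genes between pregnant and non-pregnant heifers, 26 higher and 6 lower in pregnant heifers, and 42 between pregnant and cyclic heifers. Without both heifers 74 and 76, a choice made after seeing the data, these counts were 90 and 69. With a smaller group, the filter asked for fewer libraries, and these fits tested 1820 and 1713 genes in place of 1606. Heifer 74 is neither pregnant nor cyclic by its label. Leaving it out can change the count for pregnant and cyclic heifers only through the genes tested, the normalization and the shared spread.
The count for pregnant and cyclic heifers was 10 without cyclic heifer 5 and 7 without pregnant heifer 76, and 0 without any single one of cyclic heifers 3, 4 and 6, non-pregnant heifers 72 and 75, or pregnant heifers 73, 78 and 79. The count for non-pregnant and cyclic heifers was 6 without cyclic heifer 5 and 4 without non-pregnant heifer 77, and 0 without any single one of cyclic heifers 3 and 6, non-pregnant heifers 72, 74 and 75, or pregnant heifers 73 and 79. With no filter on low counts, edgeR called 156 genes between pregnant and cyclic heifers, 55 between pregnant and non-pregnant heifers and 53 between non-pregnant and cyclic heifers. Without the filter, every other division of the 8 heifers compared into 4 and 4 also called genes. These divisions called 14 to 176, 21 to 307 and 13 to 125 genes, so chance was not excluded for the counts without a filter.

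**Figure D1:**
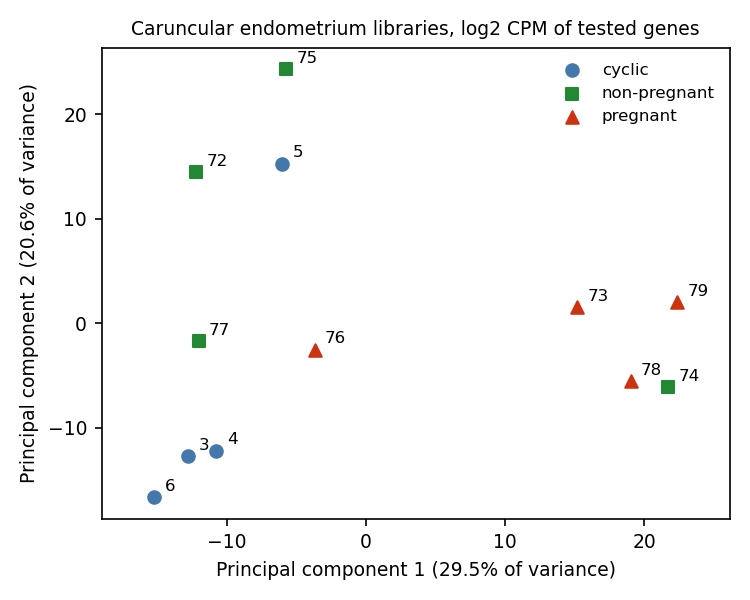
Principal components 1 (29.5% of the variance) and 2 (20.6%) of the log2 CPM of the tested genes. Each point is the library of 1 heifer, labelled with its number. Non-pregnant heifer 74 lies at 21.7 on the first component, where pregnant heifers 73, 78 and 79 lie between 15.2 and 22.4 and pregnant heifer 76 at -3.69.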

A total of 98 genes were differentially expressed between pregnant and non-pregnant cows, 107 genes were differentially expressed (DE) between pregnant and cyclic, and 41 genes were differentially expressed between cyclic and non-pregnant (Fig. 1). 

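Of the genes called between pregnant and cyclic heifers, ENSBTAG00000005338 and ENSBTAG00000002689 were called in no other comparison by edgeR, and ENSBTAG00000030648 was also called between non-pregnant and cyclic heifers. These IDs were chosen after their values were seen. No gene was called only between pregnant and non-pregnant heifers, since edgeR, DESeq2 and limma-voom called none there at all. In edgeR, 117 genes had an unadjusted p under 0.05 in that comparison. The comparison of non-pregnant with cyclic heifers tests whether the 2 comparisons of pregnant heifers differ. It gave a log2 fold change of 4.17 (standard error 0.85, FDR 0.119 from edgeR) for ENSBTAG00000005338 and of -1.53 (standard error 0.36, FDR 0.255 from edgeR) for ENSBTAG00000002689, so neither difference passed the test. Without non-pregnant heifer 74, 28 genes were called only between pregnant and cyclic heifers and 18 only between pregnant and non-pregnant heifers. With no filter on low counts, where every other division of the heifers also called genes, these were 91 and 18 genes.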

Of the 98 genes found in non-pregnant endometrium, 47.9% (47) were uniquely expressed in pregnant cattle, and of the 107 DE genes in pregnant cattle, 46% (50) were uniquely expressed in pregnant cattle (Fig. 1). Only 23% of DE genes were shared between pregnant and non-pregnant cattle (Fig. 2).

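No gene was called both between pregnant and cyclic and between pregnant and non-pregnant heifers by edgeR, DESeq2 or limma-voom. Each called 0 genes between pregnant and non-pregnant heifers, so no gene could be shared, and this count does not measure overlap. At an unadjusted p under 0.05 in edgeR, 54 genes differed in the same direction in both comparisons, 20 higher and 34 lower in pregnant heifers, and 0 genes differed in opposite directions. Both comparisons use the same 4 pregnant heifers, so they share genes even where no group differs. The 54 genes came from lists of 257 and 117 genes, and independent lists of these sizes would share 9.37 genes in the same direction. In 60 simulations of groups that do not differ, the lists were shorter, with 76.5 and 74.9 genes on average, and shared 15.8 genes on average (8 to 28) where independent lists would share 1.79. The numbers of shared genes are therefore not directly comparable between the simulations and the data. Across all genes tested, which are not independent replicates, the log2 fold changes of both comparisons had a correlation of 0.650 and a covariance of 0.335. Both lay above all 60 simulations, which gave correlations of 0.419 to 0.560 and covariances of 0.0985 to 0.153. The simulations drew each gene independently, so they do not cover heifers in which many genes vary together. When each comparison used 2 different pregnant heifers, 8 to 18 genes (median 12) differed in the same direction in both and 0 to 2 in opposite directions, where independent lists would share 3.72 to 4.98 genes in the same direction. Without non-pregnant heifer 74, 14 genes were called in both comparisons, 23.3% of the genes called in either. With no filter on low counts, where every other division of the heifers also called genes, 33 genes (18.5%) were called in both.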

**Fig. 1:**
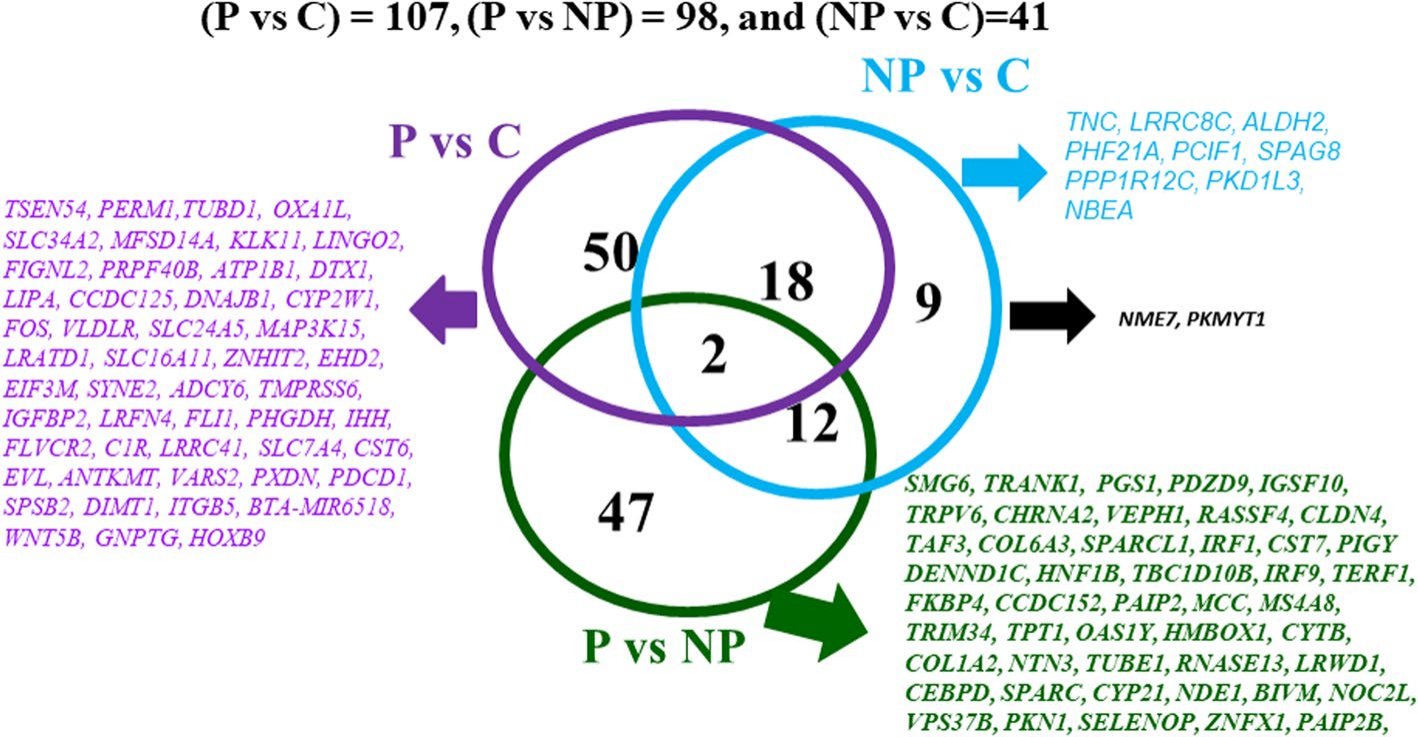
Venn diagram comparing the number of identified genes in the endometrium of pregnant (P) vs. cyclic (C), pregnant (P) vs. non-pregnant (NP), and non-pregnant (NP) vs. cyclic (C) cows along with the list of the name of the genes. Number of differentially expressed genes (DEGs) in P vs. C (*n* = 107), P vs. NP (*n* = 98), and NP vs. C (*n* = 41)

**Fig. 2:**
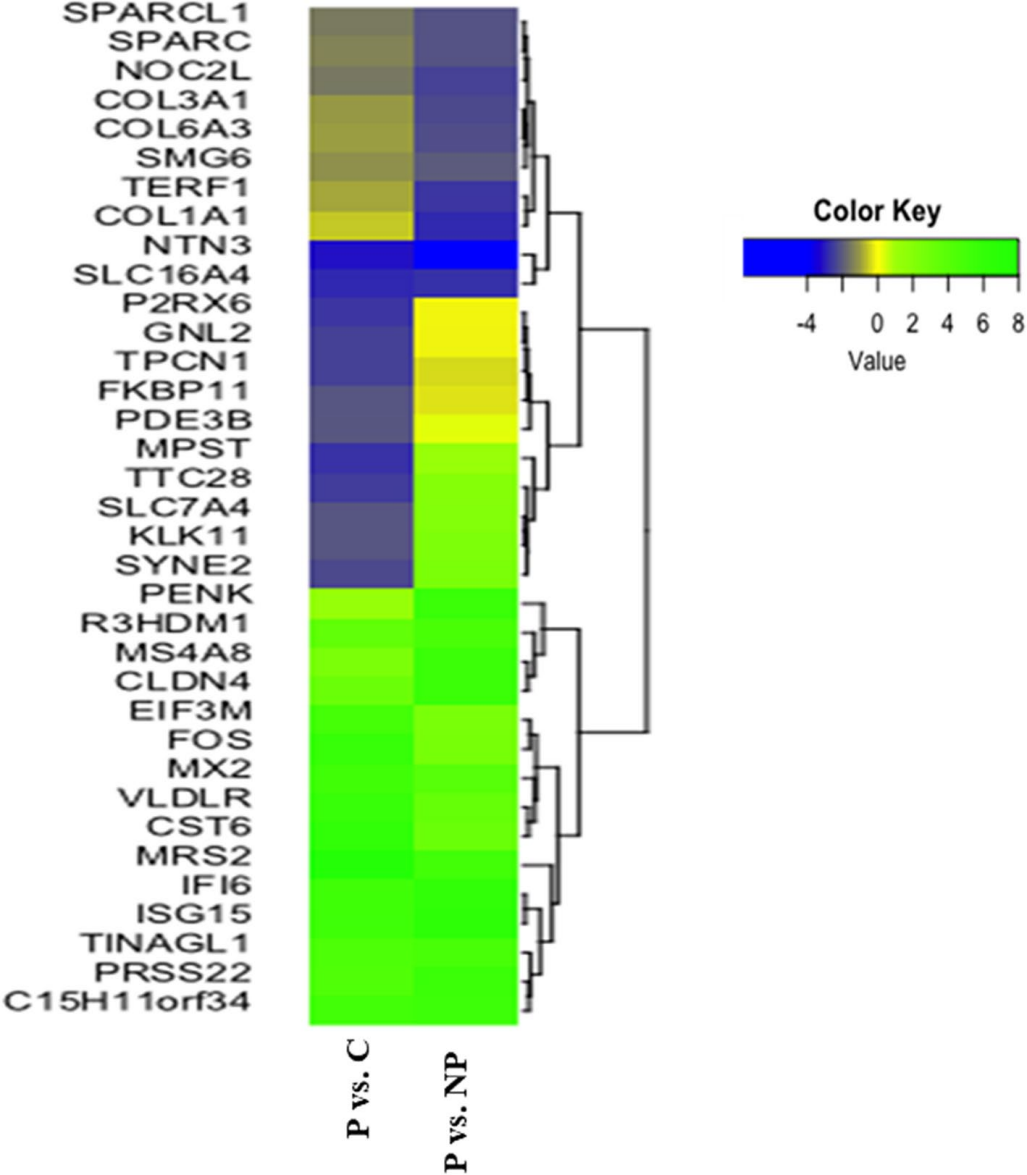
Heat-map of the 35 up-regulated genes in the bovine endometrium compared with pregnant versus non-pregnant (P vs. NP) and pregnant versus cyclic (P vs. C). Extremes of green color indicate the gene's higher expression, while blue color indicates a lesser expression of genes

To characterize the conceptus-induced transcriptomic changes in the pregnant endometrium, we shorted out the most highly up-regulated or down-regulated genes in the pregnant endometrium compared to cyclic and non-pregnant. 

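Each of the 3 genes called in edgeR separated the cyclic heifers from the pregnant heifers. ENSBTAG00000005338 was higher in pregnant heifers, at 174 ± 132 CPM (SD, n = 4), than in cyclic heifers, at 4.82 ± 5.57 CPM (SD, n = 4). Its log2 fold change was 4.83 (standard error 0.82, FDR 0.0331 from edgeR). Because the cyclic libraries held only 2 counts of this gene together, against 70 in the pregnant libraries, the ratio of counts, scaled by the normalized library totals, is imprecise, at 34.1 (exact 95% interval for counting error alone, 9.10 to 287). ENSBTAG00000002689 was lower in pregnant heifers, at 1431 ± 710 CPM (SD, n = 4), than in cyclic heifers, at 6403 ± 2366 CPM (SD, n = 4). Its log2 fold change was -2.16 (standard error 0.37, FDR 0.0331 from edgeR). ENSBTAG00000030648 fell from 3767 ± 1954 CPM (SD, n = 4) in cyclic heifers to 888 ± 353 CPM (SD, n = 4) in pregnant heifers, a log2 fold change of -2.08 (standard error 0.38, FDR 0.0418 from edgeR). It was also lower in non-pregnant than in cyclic heifers, by a log2 fold change of -2.41 (standard error 0.38, FDR 0.0321 from edgeR). The values of all 4 pregnant heifers lay on one side of those of all 4 cyclic heifers for each gene (two-sided exact permutation test, p = 0.029, the smallest that 4 heifers against 4 allow). That test adds no evidence, since the genes were chosen on the same libraries.
None of these genes passed the test between pregnant and non-pregnant heifers. The cyclic heifers carry a separate run of numbers from all bred heifers. Another difference between these sets of animals cannot be told apart from breeding. Non-pregnant heifers had 110 ± 41.0 CPM (SD, n = 4) of ENSBTAG00000005338, and the log2 fold change of pregnant over non-pregnant heifers was 0.66 (standard error 0.55, FDR 0.801 from edgeR). For ENSBTAG00000002689, the non-pregnant heifers had 2209 ± 483 CPM (SD, n = 4), with a log2 fold change of -0.62 (standard error 0.36, FDR 0.706 from edgeR). For ENSBTAG00000030648, they had 708 ± 179 CPM (SD, n = 4), with a log2 fold change of 0.33 (standard error 0.37, FDR 0.852 from edgeR). In pregnant heifer 76, ENSBTAG00000030648 was at 1413 CPM, above the other pregnant heifers. All 3 calls between pregnant and cyclic heifers were lost without any single one of cyclic heifers 3, 4 and 6, non-pregnant heifers 72 and 75 or pregnant heifers 73, 78 and 79, and with library totals in place of TMM. Those of ENSBTAG00000005338 and ENSBTAG00000030648 were also lost with limma-voom, and that of ENSBTAG00000030648 with glmTreat. In a fit of only the 8 libraries compared, ENSBTAG00000005338 was removed by the filter. Where the genes were tested, the FDRs of these calls lay between 2.8e-09 and 0.349 over the alternatives. The call of ENSBTAG00000030648 between non-pregnant and cyclic heifers was lost without any single one of cyclic heifers 3 and 6, non-pregnant heifers 72, 74 and 75 or pregnant heifers 73 and 79, with library totals alone, and in a fit of only the 8 libraries compared. The paper compares the pregnant endometrium with both other groups to characterize the changes that the conceptus induces.

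**Figure D2:**
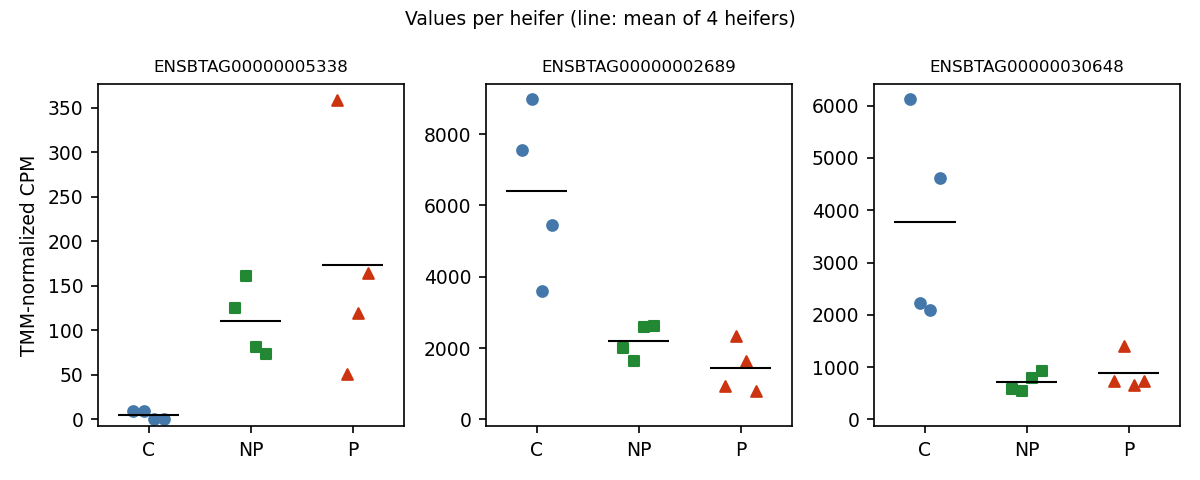
TMM-normalized CPM of the 3 genes in each cyclic (C), non-pregnant (NP) and pregnant (P) heifer. Each point is 1 heifer and each line the mean of 4 heifers. For ENSBTAG00000002689, the pregnant heifers lie between 809 and 2343 CPM and the cyclic heifers between 3605 and 8995 CPM.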

The highly up-regulated genes in the pregnant endometrium (vs. cyclic) are *MRS2, CST6, FOS, VLDLR, ISG15, IF16, MX1, MX2, C15H11ORF34, EIF3M,* and *TINAGL1* (Table 1). Among these genes, *MRS2* was most highly expressed followed by *CST6, FOS, VLDLR*, and *ISG15*. The highly down-regulated genes in the pregnant endometrium (vs. cyclic) are *LRFN4, PKMYT1, ZNHIT2, VARS2, ARL2BP, LINGO2, SLC16A11, SLC16A4, TMEM151B*, and *NME7* (Table 2). Among these genes, *LRFN4* was highly down-regulated followed by *PKMYT1, ZNHIT2, VARS2*, and *ARL2BP*. The highly up-regulated genes in the pregnant endometrium (vs. non-pregnant) are *ISG15, IFI6, PENK, PRSS22, MS4A8, CLDN4, C15H11ORF34, MRS2, TINAGL1*, and *R3HDM1* (Table 3). Among these genes, ISG*15* was highly expressed followed by genes *IFI6, PENK, PRSS22,* and *MS4A8*. The highly down-regulated genes in the pregnant endometrium (vs. non-pregnant) are *SNX20, PACSIN1, NTN3, COL1A1, SLC16A4, TERF1, NOC2L, COL3A1, COL6A3,* and *SPARCL1* (Table 4). Among these genes, *SNX20* was highly down-regulated followed by *PACSIN1, NTN3, COL1A1*, and *SLC16A4*. However, some of the genes such as *ISG15, IFI6, MRS2, MX2, C15H11ORF34, and TINAGL1* were common in the pregnant endometrium as compared to both cyclic and pregnant endometrium indicating the crucial involvement of these genes in the maternal recognition of pregnancy*.*

**Table 1:** Up-regulated genes in the bovine pregnant endometrium (P vs. C)

S.N	Gene	Gene Description	Fold Change (log2)	padj
1	*MRS2*	Magnesium Transporter *MRS2*	7.727	0.000
2	*CST6*	Cystatin E/M	6.306	0.001
3	*FOS*	FOS Proto-Oncogene, AP-1 Transcription Factor Subunit	5.760	0.045
4	*VLDLR*	Very Low-Density Lipoprotein Receptor	5.691	0.008
5	*ISG15*	*ISG15* Ubiquitin Like Modifier	5.314	0.012
6	*IFI6*	Interferon Alpha Inducible Protein 6	5.215	0.000
7	*MX2*	MX Dynamin Like GTPase 2	5.189	0.018
8	*C15H11ORF34*	Placenta Expressed Transcript 1	5.107	0.006
9	*EIF3M*	Eukaryotic Translation Initiation Factor 3 Subunit M	4.973	0.003
10	*TINAGL1*	Tubulointerstitial Nephritis Antigen Like 1	4.489	0.000
11	*PXDN*	Peroxidasin	4.489	0.045
12	*PRSS22*	Serine Protease 22	4.442	0.039
13	*TUBD1*	Tubulin Delta 1	4.376	0.049
14	*TMPRSS2*	Transmembrane Serine Protease 2	4.348	0.000
15	*C1R*	Complement C1r	3.698	0.006
16	*FLVCR2*	Feline Leukemia Virus Subgroup C Cellular Receptor Family	3.692	0.013
17	*SLC2A1*	Solute Carrier Family 2 Member 1	3.688	0.002
18	*R3HDM1*	R3H Domain Containing 1	3.490	0.045
19	*MX1*	MX Dynamin Like GTPase 1	3.481	0.000
20	*BCAM*	Basal Cell Adhesion Molecule (Lutheran Blood Group)	3.468	0.001

**Table 2:** Down-regulated genes in the bovine pregnant endometrium (P vs. C)

S.N	Gene	Gene description	Fold Change (log2)	padj
1	*LRFN4*	Leucine-Rich Repeat and Fibronectin Type III Domain Containing	-3.276	0.000
2	*PKMYT1*	Protein Kinase, Membrane Associated Tyrosine/Threonine 1	-3.202	0.000
3	*ZNHIT2*	Zinc Finger HIT-Type Containing 2	-3.182	0.000
4	*VARS2*	Valyl-TRNA Synthetase 2, Mitochondrial	-3.167	0.001
5	*ARL2BP*	ADP Ribosylation Factor Like GTPase 2 Binding Protein	-3.141	0.000
6	*LINGO2*	Leucine-Rich Repeat and Ig Domain Containing 2	-3.104	0.000
7	*SLC16A11*	Solute Carrier Family 16 Member 11	-3.005	0.001
8	*SLC16A4*	Solute Carrier Family 16 Member 4	-2.861	0.001
9	*TMEM151B*	Transmembrane Protein 151B	-2.795	0.000
10	*NME7*	NME/NM23 Family Member 7	-2.743	0.000
11	*MPST*	Mercaptopyruvate Sulfur transferase	-2.672	0.000
12	*P2RX6*	Purinergic Receptor P2X 6	-2.636	0.000
13	*TTC28*	Tetratricopeptide Repeat Domain 28	-2.490	0.000
14	*GNL2*	G Protein Nucleolar 2	-2.454	0.000
15	*TPCN1*	Two Pore Segment Channel 1	-2.444	0.000
16	*SYNE2*	Spectrin Repeat Containing Nuclear Envelope Protein 2	-2.292	0.000
17	*FKBP11*	FKBP Prolyl Isomerase 11	-2.106	0.000
18	*SLC7A4*	Solute Carrier Family 7 Member 4	-2.096	0.000
19	*KLK11*	Kallikrein Related Peptidase 11	-2.095	0.001
20	*PDE3B*	Phosphodiesterase 3B	-2.076	0.000

**Table 3:** Up-regulated genes in the bovine pregnant endometrium (P vs. NP)

S.N	Gene	Gene Description	Fold Change (log2)	padj
1	*ISG15*	*ISG15* Ubiquitin Like Modifier	6.520	0.001
2	*IFI6*	Interferon Alpha Inducible Protein 6	6.300	0.000
3	*PENK*	Proenkephalin	5.578	0.000
4	*PRSS22*	Serine Protease 22	5.565	0.010
5	*MS4A8*	Membrane Spanning 4-Domains A8	5.560	0.012
6	*CLDN4*	Claudin 4	5.526	0.006
7	*C15H11ORF34*	Placenta Expressed Transcript 1	5.379	0.003
8	*MRS2*	Magnesium Transporter MRS2	5.096	0.000
9	*TINAGL1*	Tubulointerstitial Nephritis Antigen Like 1	4.738	0.000
10	*R3HDM1*	R3H Domain Containing 1	4.711	0.013
11	*MX1*	MX Dynamin Like GTPase 1	4.468	0.000
12	*GPT2*	Glutamic–Pyruvic Transaminase 2	4.427	0.000
13	*OAS1Y*	2'-5'-Oligoadenylate Synthetase 1	4.209	0.043
14	*LRWD1*	Leucine-Rich Repeats and W.D. Repeat Domain Containing 1	4.004	0.006
15	*MX2*	MX Dynamin Like GTPase 2	3.981	0.039
16	*TRIM34*	Tripartite Motif Containing 34	3.880	0.002
17	*IRF9*	Interferon Regulatory Factor 9	3.790	0.042
18	*NDRG2*	NDRG Family Member 2	3.693	0.019
19	*SLC2A1*	Solute Carrier Family 2 Member 1	3.621	0.001
20	*TRANK1*	Tetratricopeptide Repeat and Ankyrin Repeat Containing 1	3.611	0.037

**Table 4:** Down-regulated genes in the bovine pregnant endometrium (P vs. NP)

S.N	Gene	Gene Description	Fold Change (log2)	padj
1	*SNX20*	Sorting Nexin 20	-5.182	0.014
2	*PACSIN1*	Protein Kinase C and Casein Kinase Substrate in Neurons 1	-5.086	0.022
3	*NTN3*	Netrin 3	-3.975	0.043
4	*COL1A1*	Collagen Type I Alpha 1 Chain	-2.834	0.002
5	*SLC16A4*	Solute Carrier Family 16 Member 4	-2.705	0.034
6	*TERF1*	Telomeric Repeat Binding Factor 1	-2.619	0.014
7	*NOC2L*	NOC2 Like Nucleolar Associated Transcriptional Repressor	-2.406	0.024
8	*COL3A1*	Collagen Type III Alpha 1 Chain	-2.279	0.000
9	*COL6A3*	Collagen Type VI Alpha 3 Chain	-2.219	0.042
10	*SPARCL1*	SPARC Like 1	-2.130	0.009
11	*SPARC*	Secreted Protein Acidic and Cysteine Rich	-2.128	0.001
12	*SMG6*	SMG6 Nonsense Mediated MRNA Decay Factor	-2.027	0.001

### Functional annotation and pathways enrichment analysis of DEGs (2)

The gene ontology analysis demonstrates Type-1 interferon signaling, immune response, and extracellular matrix organization were important functional pathways observed in the biological process. Similarly, ion transporters such as *SLC34A2, SLC2A1*, and *SLC16A11* were important in the molecular functions. The cellular component functions on the endoplasmic reticulum lumen were governed by genes such as *WNT5B, IL23A1*, and *PENK* (Table 5).

**Table 5:** Gene Ontology analysis in the bovine pregnant endometrium versus cyclic and nonpregnant

Gene ontology	Pregnant endometrium
Biological process	Type-1 interferon signaling (*MX1, MX2, IF16, IRF1,* and *ISG15*) Immune response (*IL23A*, and *RSAD2*) Extracellular matrix organization (*COL1A1, COL1A2, COL3A1,* and *TIMP2*)
Molecular functions	Ion transporters (*SLC34A2, SLC2A1, SLC16A11, SLC16A4* and *ATP1B1*) Platelets derived factors, telomerase activity (*HMBOX1* and *TERF1*) and ATPase activities (*P2RX6* and *DNAJB1*)
Cellular component	Endoplasmic reticulum lumen (*WNT5B, IL23A1, PENK, TNC, SPARCL1*, and *B2M*)

The pathways enrichment for the up-regulated genes in the bovine endometrium using the Kyoto Encyclopedia of Genes and Genomes (KEGG) were analyzed [24]. The official gene symbol of the up-regulated genes was uploaded to the functional annotation tool in the Enrichr system, and the bovine was selected as the reference genome. The enrichment parameters were set to a threshold gene count of 2 and a modified Fisher Exact *p*-value < 0.05. The over-represented KEGG pathways terms were considered as enriched KEGG pathways.

In the KEGG pathway, both groups (P vs. C) and (P vs. NP) had some common pathways, i.e., the mineral absorption pathway. On the other hand, Th17 cell differentiation, endocrine, and other factor-regulated calcium reabsorption and progesterone-mediated oocyte maturation pathways were highly enriched in P vs. C (Table 6), whereas extracellular matrix (ECM) receptor interactions, C-type lectin receptor signaling pathway, and IL-17 signaling pathway were enriched in P vs. NP females (Table 7). Collagen genes were found abundantly in bovine pregnant endometrium.

**Table 6:** KEGG Pathway (P vs. C)

Term	Odds Ratio	Genes
Progesterone-mediated oocyte maturation	6.23	*PDE3B, PKMYT1, ADCY6*
Th17 cell differentiation	5.50	*IL23A, FOS, JAK3*
Parathyroid hormone synthesis, secretion, and action	5.24	*SLC34A2, FOS, ADCY6*
Mineral absorption	8.49	*SLC34A2, ATP1B1*
cAMP signaling pathway	3.54	*PDE3B, FOS, ATP1B1, ADCY6*
Endocrine and other factor-regulated calcium reabsorption	6.79	*ATP1B1, ADCY6*
Regulation of lipolysis in adipocytes	6.67	*PDE3B, ADCY6*

**Table 7:** KEGG Pathway (P vs. NP)

Term	Odds Ratio	Genes
Protein digestion and absorption	9.07	*COL1A1, COL3A1, COL1A2, COL6A3*
ECM-receptor interaction	7.37	*COL1A1; COL1A2; COL6A3*
C-type lectin receptor signaling pathway	5.46	*IL23A, IRF1, IRF9*
Mineral absorption	9.27	*SLC46A1, TRPV6*
Platelet activation	4.89	*COL1A1, COL3A1, COL1A2*
IL-17 signaling pathway	4.48	*MAPK7, TRADD*
Focal adhesion	3.07	*COL1A1, COL1A2, COL6A3*
Arginine biosynthesis	10.71	*GPT2*

In the ingenuity canonical pathways, two pathways were common in both groups: interferon signaling and IL-12 signaling and production in macrophages. Other uncommon pathways to the group were the Th17 activation pathway, MIF regulation of innate immunity, and IL-23 signaling pathway enriched in P vs. C (Table 8). In contrast, oxidative phosphorylation, GP6 signaling pathway, and inhibition of matrix metalloproteases were pathways that were more highly expressed in the P vs. NP females. (Table 9). In the IPA network, lipid metabolism molecules such as *Alp, CDH1, COLQ, EIF3M, EIF4A1, EIF4A3, ELOA, EPAS1, FARP1, Fgf, HELZ, HISTONE, Histoneh3, HNF1A, Insulin, KMT2E*, mediator; *MMP2, NFIA, NOC2L, PTEFb, POLR2B, Proinsulin, RBBP4, RNA polymerase II, Rnr, RPH3AL, RPSA, SKIDA1, SLC16A4, TCF/LEF, TMEM132A, TMPRSS2, ZFC3H1,* and *ZNHIT2* were significantly enriched (Fig. 3).

**Table 8:** Ingenuity Canonical Pathway (P vs. C)

Ingenuity Canonical Pathways	-log (*p*-value)	Molecules
Th17 Activation Pathway	4.40	*HIF1A, HSP90AA1, HSP90AB1, IL10, IL23A, JAK3, NFKB1, PTGER2, STAT4*
Interferon Signaling	4.38	*IFI6, IFIT1, IRF1, IRF9, ISG15, MX1*
Epithelial-Mesenchymal Transition Pathway	4.30	*EGR1, FGF14, FGF9, HIF1A, HNF1A, JAK3, MET, MMP-2, NFKB1, NOTCH4, PIK3R1, TWIST1, WNT5B*
PI3K/AKT Signaling	3.47	*CDKN1B, HSP90AA1, HSP90AB1, INPP5J, ITGA3, JAK3, NFKB1, PIK3R1, PPP2R3A, PTGS2, TP53*
IL-12 Signaling and Production in Macrophages	3.17	*APOB, FOS, IL10, IL23A, IRF1, MST1R, NFKB1, PIK3R1, STAT4*
MIF Regulation of Innate Immunity	3.03	*CD74, FOS, NFKB1, PTGS2, TP53*
CD40 Signaling	2.95	*FCER2, FOS, JAK3, NFKB1, PIK3R1, PTGS2*
IL-23 Signaling Pathway	2.94	*HIF1A, IL23A, NFKB1, PIK3R1, STAT4*
PPAR Signaling	2.55	*AIP, FOS, HSP90AA1, HSP90AB1, NFKB1, PTGS2*

**Table 9:** Ingenuity Canonical Pathway (P vs. NP)

Ingenuity Canonical Pathways	-log (*p*- value)	Molecules
Interferon Signaling	7	*IFI6, IFIT1, IRF1, IRF9, ISG15, MX1, STAT1, TAP1*
Oxidative Phosphorylation	4.09	*ATP5F1C, COX11, COX4I2, MT-CO1, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND5*
GP6 Signaling Pathway	3.80	*CERT1, COL12A1, COL1A1, COL1A2, COL3A1, COL4A2, COL5A1, COL6A1, COL6A3*
Mitochondrial Dysfunction	3.25	*ATP5F1C, COX11, COX4I2, MT-CO1, MT-CYB, MT-ND1, MT-ND2, MT-ND3, MT-ND5, PDHA1*
Inhibition of Matrix Metalloproteases	2.42	*MMP-14, MMP-2, SDC1, TIMP2*
IL-12 and Macrophage production Signal	2.2	*APOB, CLU, IL23A, IRF1, STAT1, STAT4, TGFB3*

**Fig. 3:**
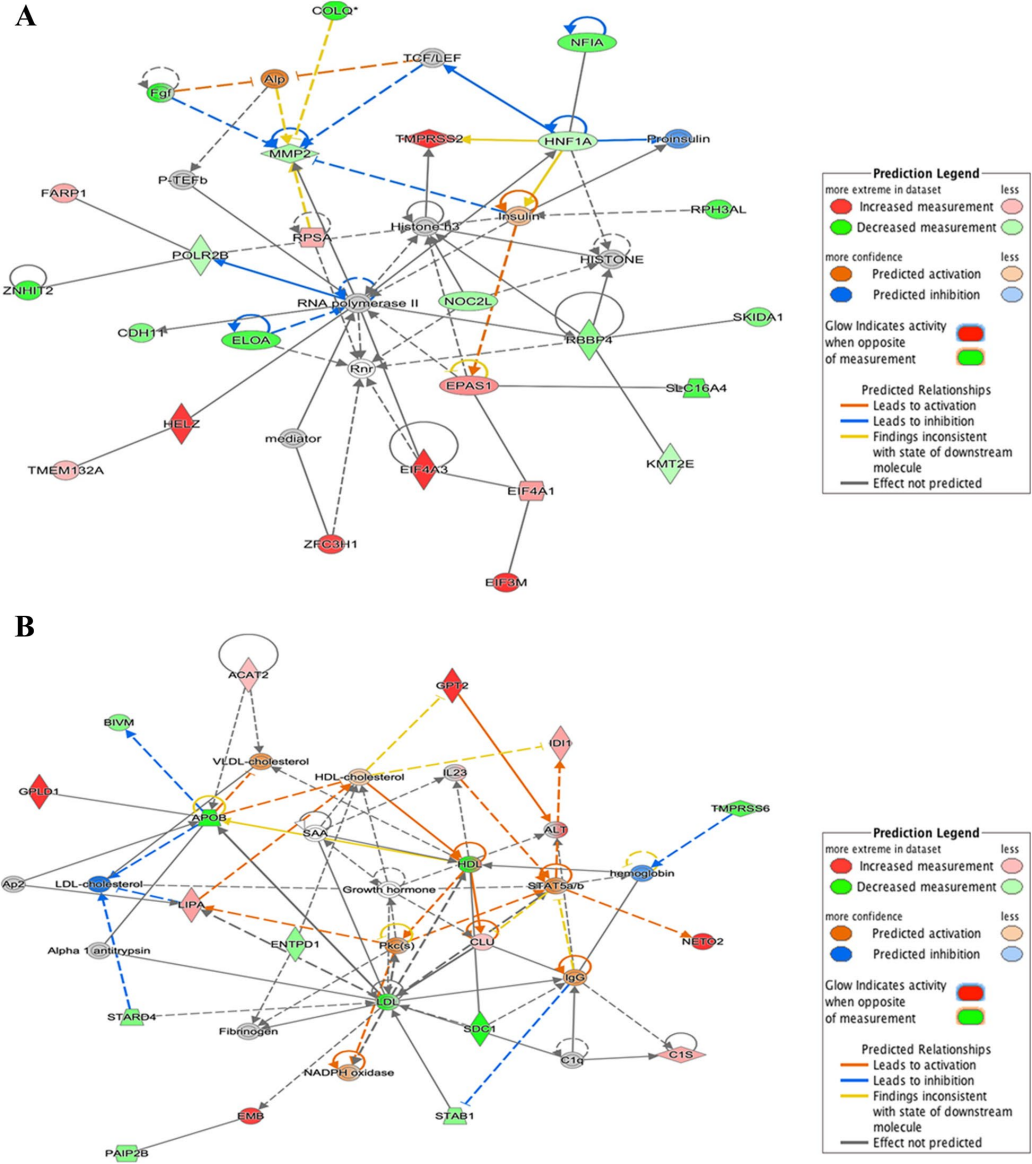
Lipid Metabolism in the bovine endometrium between **A** pregnant vs. cyclic, and **B** pregnant vs. non-pregnant. The network is displayed graphically as nodes (genes). The node color intensity indicates the expression of genes, with red representing up-regulation and green with down-regulation in the pregnant endometrium

The RNA-Seq data identified the differentially expressed genes in the pregnant bovine endometrium. Among the most highly up-regulated genes, fourteen candidate genes (*MRS2, CST6, FOS, VLDLR, ISG15, IF16, MX2, C15H11ORF34, EIF3M, PENK, PRSS22, MS4A8, TINAGL1*, and *R3HDM1*) were selected for validation using qPCR. The results of relative fold change for candidate genes obtained from qPCR are shown in Fig. 4. *MRS2, MS4A8, PRSS22, CST6*, *VLDLR, IFI6, C15H11ORF34, ISG15, TINAGL1,* and *MX2* were significantly higher (*p* < 0.05) in the pregnant endometrium compared to NP and C, whereas *R3DHM1, EIF3M, FOS,* and *PENK* remained unchanged.

**Fig. 4:**
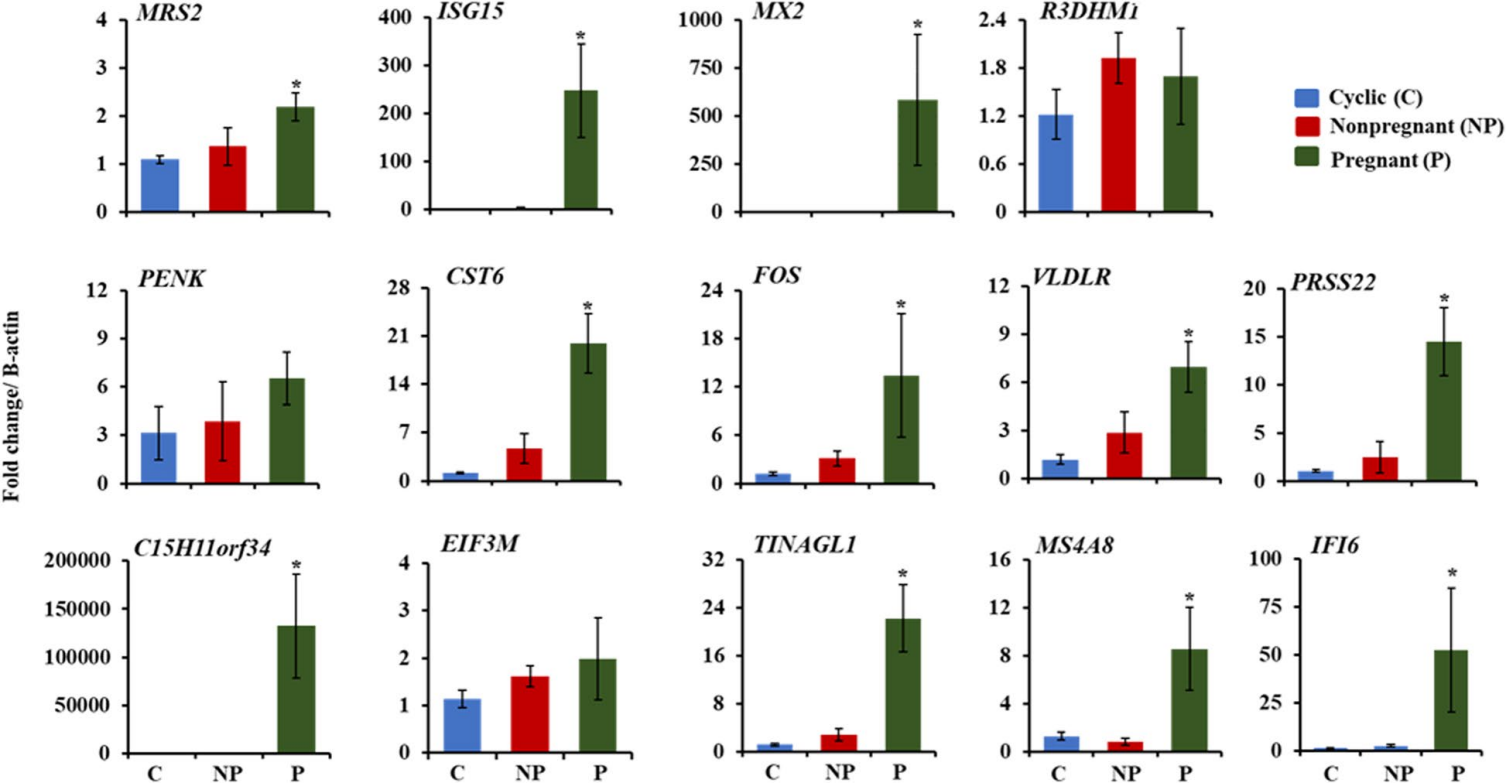
Validation of the gene expression in the endometrium. The fold changes were normalized with the *β-actin*. Data are represented as the mean ± standard error. The x-axis represents the different physiological statuses of the cows (C; cyclic, NP; non-pregnant, and P; pregnant cattle). Y-axis represents relative fold change for gene expression. All the fold change values were subjected to a one-way analysis of variance followed by the Tukey HSD test for mean separation and comparison to determine differences among the groups. Differences were considered significant at a *p-value < 0.05”

## Discussion

In ruminants, the successful establishment of pregnancy requires the intricate dialogue between the uterus and growing conceptus. During the maternal recognition of pregnancy, a conceptus-derived signal (IFNτ) leads to the persistence of the corpus luteum and induces the endometrial transcript to establish gestation [7]. Previous studies have identified several genes induced by IFNτ in the caruncular and intercaruncular endometrium during the peri-implantation period [16–18]. In the present study, both RNA-Seq and qPCR analysis confirmed the differential expression of several pre-discovered and novel genes and their biological pathways in the pregnant endometrium compared to cyclic and non-pregnant endometrium. Interferon signaling, immune response, nutrient transporter, synthesis, and secretion of proteins are crucial pathways during the maternal recognition of pregnancy. This study found some important molecules such as Type-1 interferon signaling *(MX1, MX2, IF16, IRF1*, and *ISG15)*, ion transporters (*SLC34A2, SLC2A1, SLC16A11,* and *SLC16A4*), ECM organization (*COL1A1, COL1A2,* and *COL3A1*), and novel genes (*MRS2, C15H11ORF34*).

### Interferon signaling pathway

The interferon signaling pathway is important in the pregnant endometrium around the peri-implantation period [7, 21]. In this study, the interferon signaling pathway was highly enriched in the pregnant endometrium. Under interferon signaling, we identified several genes such as *MX2, IFI6, IFIT1, IRF1, IRF9, ISG15, MX1, STAT1*, and *TAP1*. *ISG15* is among the highly up-regulated genes in the pregnant endometrium. Gene Ontology and Ingenuity pathway analysis from our study revealed that *ISG15* functions in the interferon signaling activation pathway in the pregnant endometrium, which is very important for the maternal recognition of the pregnancy. Previous studies have detected the *ISG15* expression in the stromal cells and glandular epithelial cells [6, 12]. *ISG15* expression is linked with several activities such as gene transcription, DNA repair, signal transduction, apoptosis, and cell cycle by conjugating itself to those target proteins [26]. *ISG15* can regulate the innate immunity of embryonic cells. *IFI6* was highly up-regulated in the pregnant endometrium and is part of the interferon signaling pathway. *IFI6* is not mapped yet in cattle, but the human *IFI6* gene is located on HSAP1p35, homologous to a chromosomal region between cattle and humans [27]. The timing of the up-regulation of ISGs, such as *IFI6* in pregnant heifers was observed in previous studies [12]. Our study and previously reported suggest that *IFI6* signaling is required to maintain the endometrial immune status required for embryonic survival and maternal recognition of pregnancy. In the present study, *MX2* was among the highly up-regulated genes. *MX2*, which is recognized as an intracellular antiviral protein, belongs to a large GTPase family. It takes part in the interferon signaling pathway and innate immune system. In our study, GO annotations related to this gene include GTP binding and GTPase activity. *MX2* is up-regulated in response to IFNτ from the elongating conceptus [7]. *MX2* expression in response to elongating conceptus is consistent across mammalian species, including cattle, sheep, and humans. The *MX2* expression was increased in the pregnant endometrium of ewes [28] and cows [29] in response to IFNτ. It is reported that *MX2* mRNA is detectable in the peripheral blood lymphocytes with higher intensity at Day 16 of gestation than in non-pregnant cows [29]. Further, gene ontology analysis suggested that *MX2* is an important antiviral gene in the uterus during the preimplantation period.

### Extracellular matrix signaling

Extensive extracellular matrix and cellular remodeling occur in the endometrium during the estrous cycle, peri-implantation period, and different gestation stages [20, 30–34]. Collagen, the most abundant extracellular protein in mammals, is the main structural protein in the extracellular matrix in the various connective tissues [33]. In this study, GO analysis detected several collagen genes (*COL1A1, COL1A2,* and *COL3A1*) involved in the extracellular matrix organization in the pregnant bovine endometrium. We also found that endometrial collagen genes are predicted in platelet-derived growth factor(s). The KEGG pathway revealed many collagen genes in the pregnant endometrium having different functions. The genes involved in protein digestion and absorption (*COL1A1, COL3A1, COL1A2*, and *COL6A3)*, ECM-receptor interaction *(COL1A1, COL1A2*, and *COL6A3),* and platelet activation (*COL1A1, COL3A1,* and *COL1A2)*. Collagen genes have an essential role in cell adhesion. Some of the important collagen genes that help in adhesion are *COL1A1, COL1A2,* and *COL6A3*. According to our findings from the Ingenuity Canonical Pathways analysis, *COL12A1, COL1A1, COL1A2, COL3A1, COL4A2, COL5A1, COL6A1*, and *COL6A3* are involved in the Glycoprotein 6 (GP 6) signaling pathway.

Matrix metalloproteinases (MMP) are known to degrade the ECM for cellular proliferation, differentiation, migration, and apoptosis [30–34]. In our study, ingenuity canonical pathway identified the genes (*MMP-2, MMP-14, SDC1, TIMP2)*. It is well-known that MMP-14 regulates the *MMP-2* through binding *TIMP-2*. This MMP cascade regulated the endometrial cell functions required for embryo implantation [30–34]. Syndecan-1 (SDC1/CD138)) is an integral membrane protein and takes part in cell proliferation, cell migration, and cell–matrix interactions [35]. Although cyclic and non-pregnant cows lacked a conceptus, interestingly, in our study, we found some molecules such as COL1A1, TRADD, and COL3A1 were up-regulated in both non-pregnant and pregnant endometrium. One reason could be that those collagen genes (*COL1A1* and *COL3A1*) are abundantly present in platelet-derived growth factor binding [36]. In contrast, TRADD is essential for death-inducing signaling, which is likely a pathway important for pregnancy and nonpregnancy in cattle [37].

Cystatin 6 or Cystatin E/M (*CST6*) is among the highly up-regulated genes in the pregnant endometrium. GO annotations related to this gene include cysteine-type endopeptidase inhibitor activity. The functions of the *CST6* include uterine endometrial and placental tissue remodeling and facilitating transplacental transport of nutrients. *CST6* expression was detected in the endometrium during the estrous cycle and pregnancy. The expression of *CST6* in chorionic epithelia of the placental membrane was increasing during late pregnancy, suggesting that cell type-specific expression and function of *CST6* are critical for appropriate maternal–fetal interaction [38].

### Ions transporter signaling pathways

Solute carrier (SLC) genes, consisting of 52 families, are mostly located in the cell membrane and code for membrane transport proteins [39]. The function of the SLC gene includes the transport of glucose, electrolytes, and amino acids. Since numerous nutrients and electrolytes must be transported from the blood to the uterine environment, SLC genes play a critical role in the bovine endometrium. *SLC2A1* was among the top 20 most up-regulated SLC genes in the pregnant endometrium. Conversely, *SLC16A11* (monocarboxylate transporter), *SLC16A4* (monocarboxylate transporter), and *SLC7A4* (cationic amino acid transporter/glycoprotein- associated amino acid) were found to be down-regulated in the pregnant endometrium. *SLC46A1* was up-regulated in the non-pregnant endometrium. GO analysis showed *SLC34A2* (Type-II Na + /HPO42- co-transporter), *SLC2A1*(glucose transporter), *SLC16A11* (monocarboxylate transporter), and *SLC16A4* (monocarboxylate transporter) involved in ion transportation [40]. *SLC34A2* was included in parathyroid hormone synthesis, secretion, and action. This gene was also found in the mineral absorption pathway. The *SLC46A1* (folic acid transporter) was also in the pregnant bovine endometrium. These results suggest that transporter molecules transport nutrients from blood circulation to the endometrial cells for their growth and development and then transported to the uterine lumen to nourish the embryo. Magnesium Transporter *MRS2* (*MRS2*) is one of the highly up-regulated genes in the pregnant endometrium. *MRS2* is a protein-coding gene located in mitochondria [41]. The pathway analysis from our result showed that *MRS2* plays a significant role in the cell cycle, cellular assembly, and organization while having a significant role in DNA replication, recombination, and repair. According to GO analysis, MRS2 is associated with magnesium ion transportation. For the first time, this study reported *MRS2* in the bovine endometrium during the maternal recognition of pregnancy. However, the spatiotemporal expression of *MRS2* is completely unknown in the bovine endometrium.

### Immunity and inflammation signaling pathways

Immunity and inflammation play a vital role in the endometrium during implantation, placentation, and fetal development [42]. The developing embryo modulates the maternal immune system and promotes maternal tolerance to the embryo during the peri-implantation period [43]. T helper 17 (Th17) cells produce IL-17 which recruits neutrophils via granulocyte colony-stimulating factor and IL-8 [44]. Th17 cells are known to regulate the inflammatory process in the endometrium required for the establishment and maintenance of pregnancy [45]. Non-pregnant women with unexplained recurrent pregnancy loss had a higher proportion of Th17 cell levels in the circulating blood than parous controls [45]. *FOS* is among the highly up-regulated gene in pregnant bovine endometrium. Ingenuity canonical pathway analysis from this study revealed that *FOS* impacts IL-12 signaling, and macrophage production has an important immune function and regulates innate immunity. It acts on the cAMP signaling pathway. Furthermore, the KEGG pathway shows that *FOS* takes part in endocrine activities such as parathyroid hormone synthesis, secretion, and action, and it has a significant role in Th17 cell differentiation. GO annotations related to this gene include DNA-binding transcription factor activity. The altered expression and distribution of *FOS* protein prompted endometriosis in the baboon [46].

### Early-pregnancy associated novel genes in the bovine endometrium

Very Low-Density Lipoprotein Receptor (*VLDLR*) is highly up-regulated in the pregnant endometrium. *VLDLR* belongs to the low-density-lipoprotein (LDL) transmembrane receptor family that localizes to the plasma membrane and is located at chromosome 9 [47]. *VLDLR* consists of cell surface proteins involved in receptor-mediated endocytosis of specific ligands. This gene encodes a lipoprotein receptor, a member of the LDLR family, and plays a vital role in VLDL-triglyceride metabolism. *VLDLR* is considered as a potential mediator of P4-dependent signaling through membrane progesterone receptors (mPR) to drive oocyte maturation and meiosis progression. It was found that the knocking down of *VLDLR* inhibited the oocyte maturation and meiosis progression. In contrast, overexpression of the *VLDLR* showed the exact opposite action of what it did when it was knocked down, confirming its importance on P4-dependent oocyte maturation [48]. *VLDLR* is known to permit cholesterol to reach tissues from the bloodstream, and it may be used as an energy source. Endometrial cells secrete large amounts of cytokines, growth factors, and other molecules for embryonic growth and development during pregnancy. Therefore, *VLDLR* might play an important role in endometrial cell function for the establishment of pregnancy.

*C15H11ORF34*, also known as Placenta Expressed Transcript 1 (PLET1), is highly up-regulated in the pregnant endometrium. RNA-Seq data identified unannotated genes such as *C15H11ORF34* up-regulated in embryos derived from T-cells [49]. This gene was among the top 10 up-regulated genes in our study, and the qPCR validation result showed that it was the most highly expressed gene in the pregnant bovine endometrium. The spatiotemporal expression and function of this gene are entirely unknown. Eukaryotic Translation Initiation Factor 3 Subunit M (*EIF3M*) is among the up-regulated genes in the pregnant endometrium. *EIF3M* is found in the cytosol [23, 50]. *EIF3M* functions in lipid metabolism, molecular transport, and protein synthesis. Furthermore, it is also involved in cell cycling, cell morphology, and apoptosis. IPA analysis from the study shows it is associated with the regulation of eIF4 (Eukaryotic Initiation Factor-4) signaling.

*TINAGL1* is among the highly up-regulated gene in the pregnant endometrium. *TINAGL1* is important in antimicrobial response, cell signaling, and inflammatory response. A previous study has shown an increased expression of *TINAGL1* on Day-13 in pregnant heifers [26]

Proenkephalin (*PENK*) is a highly up-regulated gene in the pregnant endometrium. *PENK* is a member of the opioid polypeptide hormone found in various mammals, rodents, and avian species [51, 52]. It is known to play a role in many physiologic functions, including pain perception and stress responses. The previous study showed an increased *PENK* expression on Day 13 in heifers’ endometrium [26]. Besides its dominance in the CNS, it is also expressed in the oviducts in chicken and is associated with eggshell calcification [51, 52]. However, its mechanistic role in the bovine uterus has not been established. *PENK* was detected in the myometrial region of the pregnant mouse's uterus until Day 18 of pregnancy and helped in maternal adaptation to pregnancy and supporting embryo growth. *PENK* detected in the uterus was suggested to have multiple material adaptation roles to pregnancy and support embryo growth [53].

*PRSS22* is a highly up-regulated gene in the pregnant endometrium. *PRSS22* is located on chromosome 16 and has a predicted function related to serine-type endopeptidase activity. *PRSS22* has been reported in the endometrial region of mice and humans [54] but has not previously been reported in cattle. *MS4A8* is highly up-regulated in the pregnant bovine endometrium. It has membranous and cytoplasmic gene expression, especially in Fallopian tubes and respiratory epithelium in humans [55]. *R3HDM1* is among the up-regulated gene in the pregnant endometrium. According to Entrez Gene, R*3HDM1* maps on chromosome 2 at 2q21.3. GO annotations related to this gene include nucleic acid-binding.

In conclusion, our study showed a significant difference in gene expression between pregnant versus cyclic or non-pregnant cows. The presence of an embryo induces the endometrial transcripts related to endometrial remodeling, immune response, nutrient, ion transporters, and relevant signaling pathways in the caruncular region of bovine endometrial tissue. Further, in the absence of the embryo, these transcripts are downregulated in the endometrium. In this study, using RNA-sequencing, we found some novel genes (*MRS2*, *C15H11ORF34*, *VLDLR*, and *PRSS22*). This study provides a comprehensive dataset of transcript changes associated with maternal recognition of pregnancy, which can further be linked with the specific functions of the identified genes for future experimentation.

## Supplementary Information

**Additional file 1: Supplementary Table S1.** Primers used to quantify the expression of target genes by qPCR.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. RNA-Sequencing data were submitted to the NCBI GEO repository (GSE196789) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196789.

# Supplementary material for: RNA-Sequencing based analysis of bovine endometrium during the maternal recognition of pregnancy
**Source:** BMC Genomics. 2022 Jul 7;23:494. doi: 10.1186/s12864-022-08720-4
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Table S1. Primers used to quantify the expression of target genes by qPCR.

**Supplementary Table S1**: Primers used to quantify the expression of target genes by qPCR.

| S.N. | Gene | Accession no. | Primer Sequence | Amplicon (bp) |
| --- | --- | --- | --- | --- |
| 1 | *MRS2* | NM_001101903.1 | F: GGGATTGACCATGCAGAGGA  R: CACATTACGGTGGCTGTCCA | 150 |
| 2 | *CST6* | NM_001012764.3 | F: CAAGTACTACCTGACCGTGGAC  R: CACAGCGCAGCTTCTCCT | 125 |
| 3 | *FOS* | NM_182786.2 | F: AAAGGCGAATCCGAAGGGAA  R: AGTTGGTCTGTCTCCGCTTG | 100 |
| 4 | *VLDLR* | NM_174489.2 | F: TGTGCAAGGCAGTAGGCAAA  R: CAGCGATGTCAGCATCGAGA | 141 |
| 5 | *IFI6* | XM_002685877.4 | F:GTCAAGGATACACCTGTGAAGAAAA  R: GGAGTCTGAAGAAGGCCCTTAG | 140 |
| 6 | *MX2* | NM_173941.2 | F: GCCCGCCATTGCCGTTA  R: CCGGGTGATGATTCCGCTG | 103 |
| 7 | *C15H11ORF34* | NM_001113538.1 | F: AGCACGCTCTTCAAGGCAAA  R: GACGGTCACAGTCCCAACTT | 141 |
| 8 | *EIFM3* | XM_010812722.2 | F: TGGGAATGGCCGTGGAAAAT  R: TCCGATGTGTGCTATGACATCAA | 113 |
| 9 | *TINAGL1* | XM_015459968.2 | F: CACGGCAGCTGTGGCA  R: CACCAGGCACCATCCAGTC | 141 |
| 10 | *ISG15* | NM_174366.1 | F: GCAGACCAGTTCTGGCTGTCT  R: CCAGCGGGTGCTCATCAT | 140 |
| 11 | *PENK* | NM_174141.2 | F: GAACAGCGGCAACCCCAT  R: GCAGTCCTGGCTGCATTCT | 149 |
| 12 | *PRSS22* | XM_002697927.5 | F: CTATCAAGACAGCCGGCCC  R: TCTTCCGGATGCTCACAACC | 114 |
| 13 | *MS4A8* | NM_001034056.2 | F: GGGGAGGCATCTGGTTCATC  R: GACGATGTTAAAGCCCACGC | 144 |
| 14 | *R3DHM1* | XM_024980920.1 | F: GTCATTCCACCTGGCCAACA  R: GTGGAGGTGGCGCTGC | 148 |
| 15 | *β-ACTIN* | NM_173979.3 | F: GAAGATCAAGATCATCGCGCC  R: GTGTAACGCAGCTAACAGTC | 177 |

How the deposited data were processed for this re-analysis (not part of the article)

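Caruncular endometrium from 12 Angus heifers was measured by RNA-Seq, with 4 pregnant heifers (Day 15 to 17 of gestation), 4 non-pregnant heifers and 4 cyclic heifers. The paper prepared 5 libraries per group and compared 4 per group, and 4 per group were analysed here. The authors cleaned single-end reads with Prinseq, aligned them to ARS-UCD1.2 with HISAT2, sorted them with SAMtools and counted them per Ensembl gene with htseq-count. The deposited table holds these raw gene counts for 27270 genes, with no normalization. The strand setting of htseq-count is not named in the paper's text. A setting opposite to that of the library would make the values of all genes uncertain, not only those of genes that overlap another. This was not tested here. The authors also deposited 1 DESeq2 table per comparison. Its deposited columns are a signal (the mean over the 12 libraries of counts divided by size factors), a log2 fold change with its standard error in log2 units, a score (the Wald statistic), a p-value, and a Benjamini-Hochberg adjusted p-value. A DESeq2 fit of the 12 libraries made here gave log2 fold changes that differed from the authors' by at most 5.4e-11.

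Gene counts summed to between 95618 and 160862 per library (median 121878), and all per-sample columns were used. Libraries were grouped by the condition and heifer number in the sample labels, which give no batch. The paper pairs no heifers and names no batch, so no covariate was fitted. Pairs of libraries of a group were checked for duplicates, and none differed by as little as counting error alone would give (chi-square per degree of freedom of 2.75 or more).

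Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (a minimum count of 10 in at least 4 libraries and a minimum total count of 15), normalized by TMM on the totals of the genes kept, and fitted with the 3 groups in 1 model of 12 libraries. Pregnant and cyclic, pregnant and non-pregnant, and non-pregnant and cyclic heifers were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment over the 1606 genes kept. A gene was called at an FDR under 0.05 and a fold change greater than 2, the thresholds of the paper. The biological coefficient of variation was 0.400. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Values of single genes are TMM-normalized CPM, and single genes were also compared by a two-sided exact permutation test. Principal components and correlations used log2 CPM with a prior count of 2.

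The comparisons of pregnant heifers with the other groups share the pregnant libraries. Their overlap was therefore set beside 60 simulations of groups that do not differ, independent lists, and comparisons with 2 different pregnant heifers each. All 35 ways of dividing the 8 heifers of a comparison into 4 and 4 were fitted in the same way.

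The tests were checked on simulated counts with the library totals and dispersions of these data, in which 67, 67 and 66 genes were changed 2-fold, 4-fold and 8-fold in pregnant heifers and 1649 genes passed the filter. The edgeR test called 14.9%, 88.1% and 93.9% of the genes changed 2-fold, 4-fold and 8-fold between pregnant and cyclic heifers, with 4 unchanged genes called. Between pregnant and non-pregnant heifers these shares were 19.4%, 88.1% and 95.5%, with 6 unchanged genes called. Between non-pregnant and cyclic heifers, where no gene was changed, 0 genes were called by edgeR, DESeq2 and limma-voom. The simulation drew each gene independently, without heifers that stand apart from their group. It also changed many more genes than edgeR called in the data, which makes the FDR threshold easier to pass. The shares may therefore be too high for the data, where a lack of calls does not show that no gene changed 4-fold.

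Alternatives fixed before the data were examined were DESeq2's size factors (RLE) and library totals alone in place of TMM, DESeq2 1.42.0 on 12 or 8 libraries, limma 3.58.1 with voom weights, robust estimation, no filter, a filter of 1 CPM in at least 4 libraries, a fit of only the 8 libraries compared, no fold change minimum, glmTreat against a fold change of 1.2, and leaving out each heifer of the compared groups in turn. Leaving out the heifers of the third group, and leaving out heifers 74 and 76 together, were added after seeing the data. With 1 heifer left out, the filter asked for fewer libraries and kept 1719 to 1820 genes. Tables and figures were made with Python 3.11.15 and matplotlib 3.10.9.

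The genes to be named were fixed before the data were examined: every gene the paper names (whose values in the paper's tables had been read), the 10 genes with a symbol with the largest rise and the 10 with the largest fall in each comparison among called genes whose groups do not overlap, and examples from lists of genes for pathways and cell types. The reference used here paired 0 of the Ensembl IDs with a symbol. For this reason the named-gene rule could not be applied, the gene lists were not tested, and no value is given for a gene, pathway or qPCR target that the paper names. The 3 genes printed by Ensembl ID are those called by edgeR, chosen after their values were seen.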

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

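No test in this part was chosen after its result was seen, apart from the choice of the 3 called genes. Each of several measures was tested in each of the 3 groups of 4 heifers, 33 tests in all. In these tests, 3 values stood apart from their group by their gap to the nearest heifer, where about 1.65 would by chance. All measures come from the same 12 libraries, so the tests are not independent.

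Pregnant heifer 79 had counts for 7485 genes, where the other pregnant heifers had 8816 to 9069. Its total of 95618 counts was also the smallest of the 12 libraries, beside 124915 to 152234 in the other pregnant heifers. Cyclic heifer 5 lay at 15.3 on the second principal component, where the other cyclic heifers lay between -16.7 and -12.2. ENSBTAG00000030648 was at 1413 CPM in pregnant heifer 76 and at 659 to 744 CPM in the other pregnant heifers.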

How the results depend on the processing

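Leaving out heifers of the third group, and heifers 74 and 76 together, was chosen after seeing the data. The counts of called genes were 3 for pregnant vs. cyclic (P vs. C), 0 for P vs. NP, 1 for NP vs. C and 0 shared by P vs. C and P vs. NP. With library totals alone they were 0 for P vs. C and 0 for NP vs. C. DESeq2 called 38 (P vs. C) and 5 (NP vs. C) genes on 12 libraries, and 88 and 3 on 8 libraries. Limma-voom called 1 gene for P vs. C, and edgeR on only the 8 libraries compared called 7 for P vs. C and 0 for NP vs. C. With no filter the counts were 156, 55, 53 and 33 shared. With at least 1 CPM in at least 4 libraries, which at these totals is under 1 count and kept 10971 genes, they were 131, 23, 34 and 14 shared. Without heifers 74 and 76 they were 69, 90, 0 and 47 shared. Leaving out 1 heifer at a time gave 0 to 42 genes for P vs. C, 0 to 32 for P vs. NP, 0 to 6 for NP vs. C and 0 to 14 shared, with the highest P vs. C, P vs. NP and shared counts without non-pregnant heifer 74 and the highest NP vs. C count without cyclic heifer 5.

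In edgeR, the prior degrees of freedom that weigh the common spread rose from 5.06 (1606 genes) to 97.2 (10971 genes) and to infinity with no filter. Of the 156 genes called with no filter for P vs. C, 69 were not in the filtered test. These settings changed the genes tested and this weight together. For all these settings the cause was not tested. The log2 fold changes of the 3 called genes kept their direction in every setting run for them, from 4.00 to 5.27 for ENSBTAG00000005338, from -2.51 to -1.95 for ENSBTAG00000002689 and, for ENSBTAG00000030648, from -2.42 to -1.76 (P vs. C) and from -2.62 to -2.10 (NP vs. C). The alternatives for gene lists, named genes, the qPCR panel and set tests (camera, fry) were not run, since the Ensembl IDs were not paired with symbols. On simulated counts of this depth, most 2-fold changes were missed.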

Differences from the paper's values

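The settings without heifer 74 as a member of the third group, without heifers 74 and 76 together, and the exchange of heifers were chosen after seeing the values. Counts of genes are at the paper's thresholds (fold change greater than 2, q-value under 0.05), with edgeR here and DESeq2 in the paper.

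For pregnant and cyclic heifers, the paper reports 107 differentially expressed genes, and 3 were called here. Of the 19 alternatives set before the data were examined, DESeq2 on 8 libraries (88), no filter (156) and at least 1 CPM in at least 4 libraries (131) came within 1.5 times the paper's count, and the other 16 did not. For pregnant and non-pregnant heifers, the paper reports 98 genes, and 0 were called here by edgeR (117 at an unadjusted p under 0.05), DESeq2 or limma-voom. None of the 19 alternatives came within 1.5 times, the nearest being no filter (55). For non-pregnant and cyclic heifers, the paper reports 41 genes, and 1 was called here. No filter (53) and at least 1 CPM in at least 4 libraries (34) came within 1.5 times, and the other 17 did not.

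The paper reports 50 genes only between pregnant and cyclic heifers, and 2 were found here, with 0 of 19 alternatives within 1.5 times. The paper reports 47 genes only between pregnant and non-pregnant heifers, and 0 were found here by edgeR, DESeq2 or limma-voom, with 0 of 19 alternatives within 1.5 times. The paper reports that 23% of genes were shared, and the share was 0 here. No filter (18.5%) and leaving out non-pregnant heifer 74 (23.3%) came within 1.5 times, and the other 21 of 23 alternatives did not. The filter of at least 1 CPM in at least 4 libraries gave 10%. The main fit and the rest called no gene between pregnant and non-pregnant heifers, which fixes their share at 0.

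The largest log2 fold change between pregnant and cyclic heifers in the paper is 7.727, and that of a called gene here was 4.83 (standard error 0.82). The paper's value lay more than 1 standard error away in all 10 alternatives that called such a gene and gave an error (glmTreat, also 4.83, gave none). These alternatives gave 4.46 (without cyclic heifer 5) to 6.89 (standard error 0.74, no filter), with 6.10 (standard error 1.46) by DESeq2 on 12 libraries. The lowest in the paper's table is -3.276, and that of a called gene here was -2.16 (standard error 0.37). The paper's value lay more than 1 standard error away in all 11 alternatives that called such a gene and gave an error (glmTreat, also -2.16, gave none). Some were lower than the paper's value, at -6.89 with DESeq2 on 12 or 8 libraries and -7.42 with no filter. The filter of at least 1 CPM in at least 4 libraries gave -7.46, and leaving out cyclic heifer 5 gave -4.43. The rest lay from -2.51 to -2.16. Which genes these are in the paper could not be matched to Ensembl IDs, so different genes may be set side by side. The standard error of 1 gene also does not measure the spread of the most extreme value of a list. These distances therefore do not decide whether the values differ. In the authors' deposited table for these groups, the largest log2 fold change of pregnant over cyclic heifers at any gene was 7.34. This is below 7.727, so that value of the paper does not come from the deposited table.

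Without heifers 74 and 76 together, chosen after seeing the values, 90 genes were called between pregnant and non-pregnant heifers, 43 of them only there, both within 1.5 times the paper's counts (98 and 47). In the same setting, 69 genes between pregnant and cyclic heifers (22 of them only there), 0 between non-pregnant and cyclic heifers and a shared 42.0% were not within 1.5 times the paper's 107 (50), 41 and 23%. An exchange of heifers 74 and 76 between the groups, also chosen after seeing the values, called 126. How many of the paper's own called genes these settings drop could not be counted, since the Ensembl IDs are not paired with the paper's gene names.

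The authors' deposited DESeq2 tables hold 38 (pregnant and cyclic), 0 (pregnant and non-pregnant) and 3 (non-pregnant and cyclic) genes past the thresholds, and 36, 0 and 5 when their p-values are adjusted over the 1606 genes tested here.

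The paper reports an average of 19.5 M raw reads in pregnant, 23.6 M in non-pregnant and 20.6 M in cyclic cows. The gene counts averaged 0.125 M, 0.127 M and 0.118 M per library. Reads and gene counts are not the same measure, and no alternative changes these totals. The number of annotated genes, 27270, matched the paper's.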

Other observations

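The tests of exchanged libraries, of a different response in heifer 76, of the strand setting, of a partial table and of the genes called without a filter being counted in 4 libraries or fewer, and the splits of the heifers apart from those without a filter for non-pregnant and cyclic heifers and with DESeq2 on 8 libraries, were chosen after the results were seen. The 3 genes called between pregnant and cyclic heifers did not pass the test between pregnant and non-pregnant heifers. Cyclic heifers carry the numbers 3 to 6 and the pregnant and non-pregnant heifers the numbers 72 to 79, and the labels give no batch for either set. A difference between these sets of animals other than breeding was not tested and cannot be told apart from breeding in this design.

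Non-pregnant heifer 74 lay with pregnant heifers 73, 78 and 79, and pregnant heifer 76 did not. A difference in library totals is argued against, since the excess in mean correlation was still 0.141 after all libraries were drawn down to 95618 counts. On 67 genes called between pregnant and cyclic heifers without both libraries, heifer 74 was nearer the pregnant mean at 92.5% and heifer 76 at 26.9%, where non-pregnant heifers 72, 75 and 77 were so at 10.4% to 22.4%. An exchange of the 2 libraries may account for this, but for heifer 76 it cannot be told apart from a different response to the conceptus or day of gestation, since heifer 76 lay just above the non-pregnant heifers and no day per heifer was used here, and for heifer 74, which by its label had no conceptus, no biological explanation was tested. The paper's qPCR (Fig. 4) gives higher values in pregnant cows for most of its panel, which does not settle the label of a single library.

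Cyclic heifer 5 had a mean correlation of 0.884 with non-pregnant heifers 72 and 75 and of 0.816 with the other cyclic heifers. Non-pregnant heifer 77 had 0.845 with the cyclic and 0.809 with the other non-pregnant heifers. The 0.809 is lowered by heifer 74 (0.751), beside 0.864 with heifer 72 and 0.812 with heifer 75. Non-pregnant heifer 72 also had nearly equal means, 0.828 with the cyclic and 0.827 with the other non-pregnant heifers. For cyclic heifer 5, a difference in library totals is argued against by an excess in mean correlation of 0.0625 at equal totals. On 25 genes called between non-pregnant and cyclic heifers without both libraries, cyclic heifer 5 was nearer the non-pregnant mean at 88% and heifer 77 at 40%. The pregnant heifers were not in the comparison that chose these genes, though they entered the same fit. They were nearer the non-pregnant mean at 84% to 92%. These genes thus set cyclic heifers 3, 4 and 6 apart and do not place heifer 5 with the non-pregnant heifers in particular. An exchange of libraries 5 and 77 is therefore neither shown nor excluded, and no biological explanation was tested.

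The gene counts came to 0.641% of the paper's reads in pregnant, 0.538% in non-pregnant and 0.572% in cyclic cows, with the highest share 1.19 times the lowest. A stranded library counted with the opposite strand setting, or a table made from part of the reads, could each give such totals, and these cannot be told apart here, since the strands of genes were not used.

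Chance could not be excluded for the count of called genes between pregnant and cyclic heifers, where 2 of 35 splits called at least the real 3 genes, the highest other calling 14 (cyclic heifer 5 exchanged with pregnant heifer 76). Nor could it be excluded for non-pregnant and cyclic heifers, where 3 of 35 splits called at least the real 1 gene. The highest others there called 43 (cyclic heifer 5 exchanged with non-pregnant heifer 77) and 30 (cyclic heifer 5 exchanged with non-pregnant heifer 74), which both exchange cyclic heifer 5, and no other split called a gene. This points to a structure of the samples that involves cyclic heifer 5. For pregnant and non-pregnant heifers, the real count of 0 (edgeR, DESeq2 and limma-voom) leaves nothing to test, since all 35 splits call at least as many. At an unadjusted p under 0.05 in edgeR, 11 of 35 splits had at least the real 117 genes (highest other 426), and chance was not excluded for the other comparisons at this p either, with 2 of 35 splits at 257 genes or more for pregnant and cyclic heifers (highest other 287) and 6 of 35 at 134 or more for non-pregnant and cyclic heifers (highest other 290). The split that exchanged heifers 74 and 76 called 126 genes (88 higher, 38 lower) where the next called 1, which points to a structure of the samples. With DESeq2 on 8 libraries, 1 of 35 splits, the real one, reached the count of 88 genes between pregnant and cyclic heifers. That is the smallest share that 35 splits allow. It argues against chance only narrowly, since the split that exchanged cyclic heifer 5 and pregnant heifer 76 called 85. It is also 1 of several tests by splits, with no allowance for their number. At an unadjusted p under 0.05 the split with this exchange had 531 genes and the real one 475, so 2 of 35 splits had as many and chance was not excluded.

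With no filter on low counts, chance could not be excluded either. As many genes were called by 2 of 35 splits for pregnant and cyclic heifers (real 156, highest other 176), by 8 for pregnant and non-pregnant heifers (real 55, highest other 307) and by 4 for non-pregnant and cyclic heifers (real 53, highest other 125). The other splits called at least 14, 21 and 13 genes. On simulated counts, the fit without a filter called 3 unchanged genes for pregnant and cyclic heifers, 0 for pregnant and non-pregnant heifers and 0 for non-pregnant and cyclic heifers (DESeq2 called 9, 7 and 0, and limma-voom 4, 9 and 0). The bound set for this test does not decide whether genes counted in very few libraries give false calls, since the simulation lacks whatever lets every other split of the real counts call genes. Of the 156 genes, 9 (5.77%) were counted in 4 libraries or fewer, which argues against such genes as the source of most of these calls.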
